A study of Mus musculus with 40 samples. Its data were reported in "Astrocyte glucocorticoid receptor signalling restricts neuronal plasticity" (2026).

How the data were processed

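Deposited gene counts were used as given by the authors. According to the submitters' processing notes, reads were aligned with STAR to the mouse genome (mm10, GRCm38), counted with featureCounts of the Subread package over whole gene bodies, exons and introns together, with UCSC refGene annotation, and tested with DESeq2. The paper's reporting summary gives version 2.7.9a of STAR and 2.0.0 of featureCounts for these libraries and lists DESeq2 1.40.2 among the packages of the study. The strand setting of the counting is not given in the sources used here. Libraries were made from 10 ng RNA of 80000 sorted nuclei. The deposited table held 25239 genes, of which 25041 (99.2%) matched the gene annotation by symbol and 3732 had no count in any library. Library sizes ran from 17240294 to 49221787 counts, and the genes detected from 17322 to 19795. Malat1 took 3.51% to 5.72% of the counts and the ribosomal gene Rn45s 0.835% to 2.77%.

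All 40 libraries entered one model with 12 group means in edgeR 4.0.16 (R 4.3.3), with filtering by filterByExpr, trimmed mean (TMM) normalisation with factors from 0.882 to 1.08, and quasi-likelihood F tests. The filter kept 17106 genes, and the biological coefficient of variation was 0.132. Adjusted p values are Benjamini-Hochberg values over the genes of one comparison. Genes were called for GR at adjusted p below 0.05 with an absolute log2 fold change above 0.1, for age at adjusted p below 0.05 with an absolute log2 fold change above 0.3, and for rearing and interactions at adjusted p below 0.05. The SE printed with a log2 fold change is its size divided by the square root of F. CPM values are group means with SD over replicate pools. Principal components used 1000 genes with a prior count of 2.

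Gene lists were tested with camera of limma 3.58.1 with its preset correlation of 0.01, and again with the correlation estimated from the data. Over all comparisons 165 list tests passed with the preset value and 65 with the estimated value, and the report prints the latter. The lists were glucocorticoid-induced, astrocyte identity, immature glia, proteoglycan and perineuronal net, synapse-regulating, immediate early, circadian, cholesterol, glucose and glycogen, proliferation, receptor partner, reactive, interferon, p53, neuron, oligodendrocyte, oligodendrocyte precursor, microglia and vascular genes, all from general knowledge, and maturation markers, immature matrix and mature matrix genes as named by the study. Names printed in the report were taken by a rule: Nr3c1, up to 10 called genes in each direction with a mean of 5 CPM or more in one group and no overlap of replicates (overlap not required for interactions), up to 4 called members of each list, and 4 genes named by the study. Results of some genes that met this rule are not reported here.

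Groups, comparisons, thresholds, lists and the first alternatives were set before the data were examined. These alternatives were DESeq2 size factors, the DESeq2 1.42.0 Wald test, no filter on low counts, only the groups compared, replicate number as a block within age, each library left out, the 20 most abundant genes left out, a fold threshold inside the test (glmTreat) and the effect of GR at P28 in place of P21 for the comparison with development. After seeing the data 4 further alternatives were added: 3 libraries that stand apart left out (P21 DR GR-Con replicate 2, P21 NR GR-Con replicate 1 and P14 NR GR-KO replicate 3), P21 libraries thinned to one depth, neuron and oligodendrocyte scores as covariates, and the gene length slope of each library as a covariate. The reactive list at P14 and the interferon list at P21 and P28 were also tested with each library left out, again after seeing the data. The replicate numbers gave no sign of matched animals: over 56 pairs the correlation between libraries of equal number had a mean of 0.00323 and ran from -0.136 to 0.173, so the libraries were treated as unpaired.

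A self-test simulated 17100 genes. In the comparison of GR-KO and GR-Con at P21 under NR it recovered 61.2% of 67 genes changed 1.5-fold, 89.6% of 67 changed 2-fold and 98.5% of 66 changed 3-fold, with 9 false calls, and called 2 of 2 changed lists and 0 of 20 random lists. In the comparison of GR-KO and GR-Con at P21 under DR, where nothing was changed, it called 0 genes. Replicates of one group were distinct libraries, with chi-square per degree of freedom from 7.26 to 142 over 48 pairs. With DESeq2 size factors, the DESeq2 Wald test or the 20 most abundant genes left out, the median log2 fold change of a comparison moved by at most 0.0197. No floor was put on expression beyond the filter. Intervals were not computed, and an SE stands beside many of the effects but not all.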

Results

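The glucocorticoid receptor (GR), encoded by Nr3c1, was removed from astrocytes of the mouse visual cortex, and RNA of sorted astrocyte nuclei was compared between knockout (GR-KO) and control (GR-Con) animals raised with normal light (normal rearing, NR) or in darkness (dark rearing, DR). Floxed animals had received an astrocyte vector carrying Cre or an inactive ΔCre shortly after birth, and nuclei were collected at postnatal day (P) 14, 21 or 28. The 40 libraries formed 12 groups, with 3 replicates in every P14 group and in the NR groups at P21 and P28, and 4 replicates in the DR groups at P21 and P28. Each replicate was described as a pool of 1 male and 1 female mouse, although P14 NR GR-KO replicate 3 had almost no counts from Y-linked genes. Age was the largest source of variation: the P14 libraries lay between 13.5 and 27.0 on the first principal component, and no P21 or P28 library lay above -1.70. The second component separated the genotypes at P21, where GR-KO libraries lay between -16.2 and -4.11 and GR-Con libraries between 2.61 and 22.1.

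**Figure D1:**
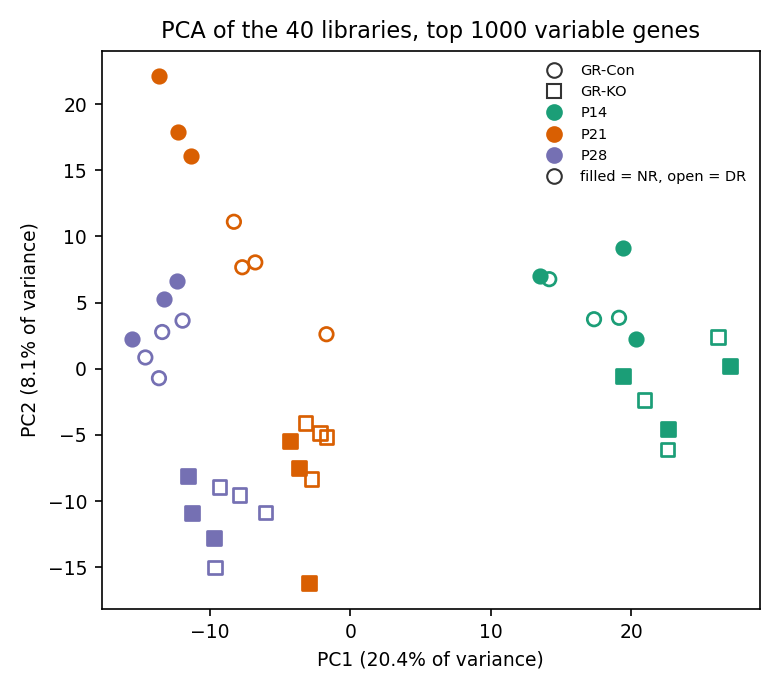
Principal components of the 1000 most variable genes in the 40 libraries, with 20.4% and 8.07% of the variance on the first and second component. Open symbols are DR and filled symbols are NR.

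Nr3c1 RNA (chromosome 18, 39410545 to 39519421, GRCm38) was not called lower in GR-KO than in GR-Con astrocytes at any age or rearing. It measured 249 ± 28.5 against 222 ± 9.25 CPM (counts scaled to the size of the library; mean ± SD, n = 3 and 3) at P14 under NR, 268 ± 19.1 against 223 ± 6.67 at P21 and 284 ± 30.5 against 232 ± 8.92 at P28, with log2 fold changes of 0.17 ± 0.0941 (SE; edgeR adjusted p = 0.707), 0.27 ± 0.0944 (0.0842) and 0.30 ± 0.094 (0.063). The counts sum exons and introns over the whole gene and do not separate the floxed segment, so they do not measure recombination. Under DR at P21 Nr3c1 was called higher (0.26 ± 0.0814, adjusted p = 0.0473, n = 4 and 4), but the call was lost on leaving out any single library, with adjusted p from 0.0571 without GR-KO replicate 1 to 0.171 without GR-Con replicate 4. Under DR at P14 it measured 239.6 ± 35.4 against 254 ± 6.65 CPM (-0.09 ± 0.094, adjusted p = 1, n = 3 and 3), and at P28 263 ± 31.1 against 262.9 ± 7.97 (0.00 ± 0.0813, 0.996, n = 4 and 4). The receptor's loss was visible in its targets instead. Hif3a, a hypoxia-inducible factor gene that glucocorticoids induce, ranged from 16.1 to 33.3 CPM in the 20 GR-KO libraries and from 71.7 to 241 CPM in the 20 GR-Con libraries.

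**Figure D2:**
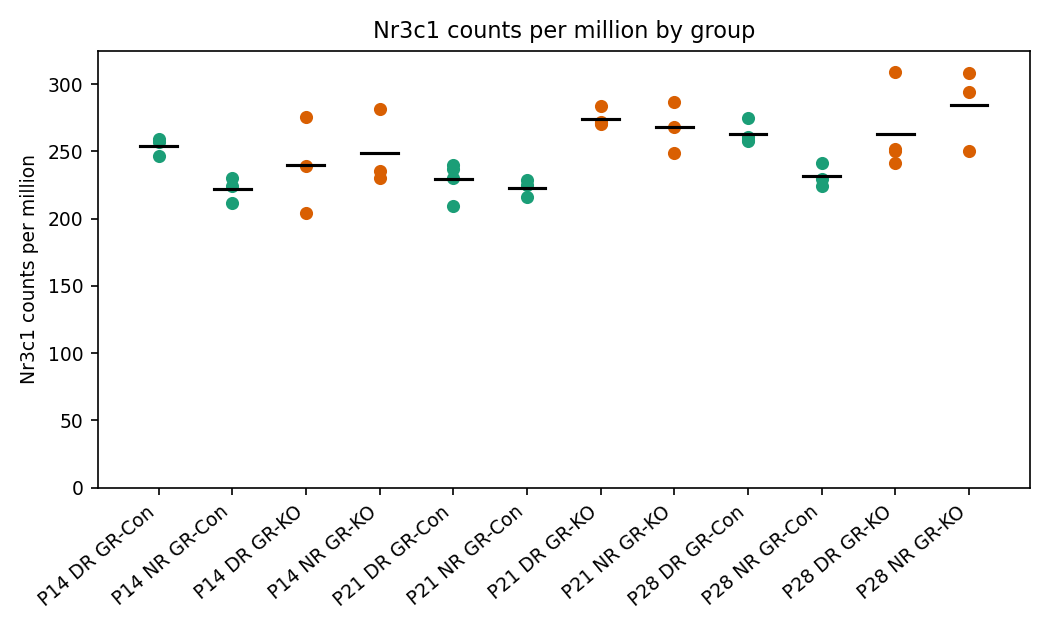
Nr3c1 CPM in each library by group. Points are libraries and black lines are group means.

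At P14 under NR, loss of GR already lowered known targets of the receptor. Hif3a (chromosome 7, 17030993 to 17062427) fell from 127 ± 41.6 to 19.3 ± 2.54 CPM (log2 fold change -2.72 ± 0.245, adjusted p = 1.12e-08, n = 3 and 3). Zbtb16 fell from 178 ± 43.3 to 52.2 ± 3.94 (-1.77 ± 0.297, 0.000601), and the metallothionein gene Mt1 from 20.8 ± 2.47 to 9.38 ± 0.777 (-1.15 ± 0.189, 0.000485). The gap junction gene Gjb6 fell from 114 ± 26.4 to 52.6 ± 6.73 CPM (-1.11 ± 0.145, 1.97e-05), and Aldoc, which encodes a glycolytic enzyme, from 201 ± 11.2 to 123 ± 7.66 (-0.71 ± 0.123, 0.000753). Genes induced by p53 rose: Sesn2 from 10.8 ± 0.443 to 22.6 ± 2.88 CPM (1.07 ± 0.191, 0.00122) and Trp53inp1 from 59.2 ± 4.64 to 107 ± 10 (0.85 ± 0.165, 0.00295). GR-KO animals received active Cre and GR-Con animals inactive ΔCre. For the p53 genes an effect of Cre itself therefore cannot be told apart from loss of GR. The design sets the same limit on every other comparison of the genotypes. In all, 190 genes were called, 79 higher and 111 lower in GR-KO. The number was 109 without NR GR-Con replicate 2, 79 without GR-Con replicate 3, 120 without GR-KO replicate 1 and 96 without GR-KO replicate 2.

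Of 17 measured glucocorticoid-induced genes, 7 fell and 0 rose at P14 under NR, and 10 fell when p values were adjusted over the list alone (camera adjusted p = 0.00168 with an estimated correlation). All 5 maturation markers named by the study, including Gjb6 and Fam107a (-1.08 ± 0.157, adjusted p = 8.82e-05), fell over the list alone, 4 of them over all genes (3.75e-05 with an estimated correlation). Of the 12 p53 targets, 5 rose and 0 fell, and 10 rose over the list alone (0.000271 with an estimated correlation). Immature matrix genes named by the study rose in 3 of 8 cases, among them Vcan (0.48 ± 0.0842, 0.000857) and Adamts5 (0.67 ± 0.121, 0.0013), and mature matrix genes fell in 2 of 4, including Prom1 (-1.28 ± 0.174, 3.34e-05). These 3 lists chosen by the study are not independent evidence, since its data took part in choosing them. Of 18 glucose and glycogen genes 1 fell and 4 fell over the list alone (0.0143 with an estimated correlation), and of 20 astrocyte identity genes 2 fell and 0 rose, with adjusted p = 0.342 with an estimated correlation. No immediate early, cholesterol, proliferation, receptor partner or interferon gene was called.

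At P21 under NR the effect of GR loss was larger. Etnppl (chromosome 3, 130617448 to 130635750), an ethanolamine-phosphate lyase gene of mature astrocytes, fell from 133 ± 20.2 to 3.92 ± 1.15 CPM (-5.11 ± 0.442, adjusted p = 5.32e-10, n = 3 and 3). The cadherin gene Cdh19 fell from 190 ± 23.9 to 30.9 ± 8.36 (-2.61 ± 0.225, 5.32e-10). The receptor's feedback gene Fkbp5 fell from 82.9 ± 31.6 to 12.6 ± 5.83 CPM (-2.71 ± 0.392, 9.57e-06). Tsc22d3, which encodes the glucocorticoid-induced leucine zipper protein, fell from 136 ± 14.3 to 36.6 ± 3.1 (-1.89 ± 0.194, 1.35e-08). Matrix genes of young tissue rose: tenascin C (Tnc; chromosome 4, 63959785 to 64047015) from 226 ± 9.48 to 625 ± 82.9 CPM (1.47 ± 0.129, 6.78e-10). So did versican (Vcan; chromosome 13, 89655309 to 89743027) from 54.5 ± 3.32 to 122 ± 7.33 (1.16 ± 0.0864, 1.49e-11) and the protease gene Adamts5 from 13.5 ± 1.6 to 32.6 ± 4.1 (1.26 ± 0.129, 1.35e-08). The radial glia gene Fabp7 rose from 18.0 ± 1.51 to 46.3 ± 3.07 CPM (1.36 ± 0.191, 5.79e-06). There were 1237 called genes, 798 higher and 439 lower, and 709 without NR GR-KO replicate 1.

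All 8 immature matrix genes rose at P21 under NR (camera adjusted p = 1.52e-07 with an estimated correlation). All 4 mature matrix genes fell (2.59e-07), among them Cntn1 from 367 ± 14.8 to 183 ± 25.4 CPM (-1.0 ± 0.13, 1.49e-06) and Prom1 from 82.8 ± 7.5 to 22.8 ± 3.08 (-1.86 ± 0.175, 2.78e-09). The 5 maturation markers all fell (2.32e-05 with an estimated correlation), including Gjb6 from 239 ± 9.99 to 96.5 ± 9.14 CPM (-1.31 ± 0.145, 6.69e-08), Fam107a from 621 ± 19 to 246 ± 18.7 (-1.34 ± 0.158, 2.25e-07) and Aldh1a1 from 147 ± 12.3 to 68.8 ± 11.9 (-1.10 ± 0.184, 9.46e-05), although other annotated genes cover 42.2% of Aldh1a1. These 3 lists were chosen by the study and are not independent evidence. Of the 17 glucocorticoid-induced genes, 12 fell and 1 rose, with the same numbers over the list alone (0.000335 with an estimated correlation). Of 18 glucose and glycogen genes 6 fell and 0 rose, and 7 fell and 1 rose over the list alone (0.00962 with an estimated correlation), including Gpt2 (-1.48 ± 0.16, 4.47e-08) and Pygm (-1.16 ± 0.194, 9.46e-05). Of 16 immature glia genes 5 rose and 0 fell, with Hopx (1.16 ± 0.135, 1.72e-07) beside Fabp7, but the list gave adjusted p = 0.114 with an estimated correlation.

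Identity genes did not move together at P21 under NR: 4 of 20 fell, including Aldoc (-0.91 ± 0.124, adjusted p = 3.23e-06), and 1 rose, the water channel gene Aqp4, from 298 ± 6.32 to 477 ± 36.8 CPM (0.68 ± 0.106, 3.09e-05; list adjusted p = 0.477 with an estimated correlation). Of 11 reactive genes 2 rose, Osmr (1.13 ± 0.187, 7.11e-05) and Cd44 (0.90 ± 0.146, 5.88e-05), and 5 rose over the list alone (0.0913 with an estimated correlation). Of 17 proteoglycan and perineuronal net genes 3 rose (0.104 with an estimated correlation). Of 15 circadian genes 2 fell, Npas2 (-0.96 ± 0.167, 0.000145) and Per2 (-0.54 ± 0.129, 0.0065), and 1 rose (0.721 with an estimated correlation). Of 16 synapse-regulating genes 2 fell, including Sparc (-1.45 ± 0.175, 3.44e-07) and the phagocytic receptor gene Mertk (-0.83 ± 0.171, 0.00128; 0.305 with an estimated correlation). Of 11 interferon genes 4 rose and 8 rose over the list alone (0.238 with an estimated correlation), and 0 rose without NR GR-Con replicate 2 or GR-KO replicate 2 and 2 without GR-Con replicate 1. Among them Usp18 (log2 fold change 1.22, adjusted p = 0.0298) was no longer called without NR GR-Con replicate 1 (1.09), GR-Con replicate 2 (1.16) or GR-KO replicate 2 (0.70).

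Markers of other cells were lower in the GR-KO pools at P21 under NR without any single gene called: summed neuron markers measured 3197 ± 746 against 4123 ± 51.4 CPM, oligodendrocyte markers 950 ± 181 against 1267 ± 125 and microglia markers 74.9 ± 12.7 against 92.1 ± 5.7. The neuron, oligodendrocyte and microglia lists had adjusted p = 0.333, 0.477 and 0.425 with an estimated correlation. No oligodendrocyte precursor gene was called, 1 of 13 vascular genes fell (0.333 with an estimated correlation), and 1 of 12 p53 targets fell (0.647 with an estimated correlation). Genes of cilia and choroid plexus were higher in single libraries. Dnah12, chosen with Cfap299 after its values by library were seen (3.63 ± 0.815, adjusted p = 0.00335) measured 20.9, 2.59 and 3.04 CPM in the 3 GR-KO libraries and was not called without GR-KO replicate 1 (1.96, adjusted p = 0.204), and Cfap299 (2.25, 0.00406) measured 23.9, 3.59 and 5.71 CPM and was likewise not called without it (0.97, 0.323).

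At P28 under NR the same targets stayed low. Etnppl measured 4.03 ± 0.189 against 102 ± 32.3 CPM (-4.67 ± 0.418, adjusted p = 2.47e-09, n = 3 and 3). Hif3a measured 22.4 ± 0.63 against 147 ± 44 (-2.71 ± 0.244, 2.47e-09) and Tsc22d3 49.4 against 111 (-1.17 ± 0.187, 9.03e-05). Them4 (chromosome 3, 94310132 to 94332540), a mitochondrial thioesterase gene, rose from 22.5 ± 0.595 to 75.6 ± 3.84 CPM (1.75 ± 0.108, 1.8e-13). Adamts5 rose from 9.59 ± 1.24 to 27.7 ± 0.515 (1.53 ± 0.127, 5.25e-10) and Adamts16 from 20.4 ± 3.23 to 55.8 ± 12.8 (1.45 ± 0.163, 2.79e-07). There were 845 called genes, 581 higher and 264 lower. The number was 432 without NR GR-Con replicate 1, 503 without GR-Con replicate 3, 396 without GR-KO replicate 1, 297 without GR-KO replicate 2 and 1564 without GR-KO replicate 3. Direction went along with gene length: the called genes that rose had a median length of 119 kb and those that fell 19 kb, against 24.1 kb for all genes tested.

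**Figure D3:**
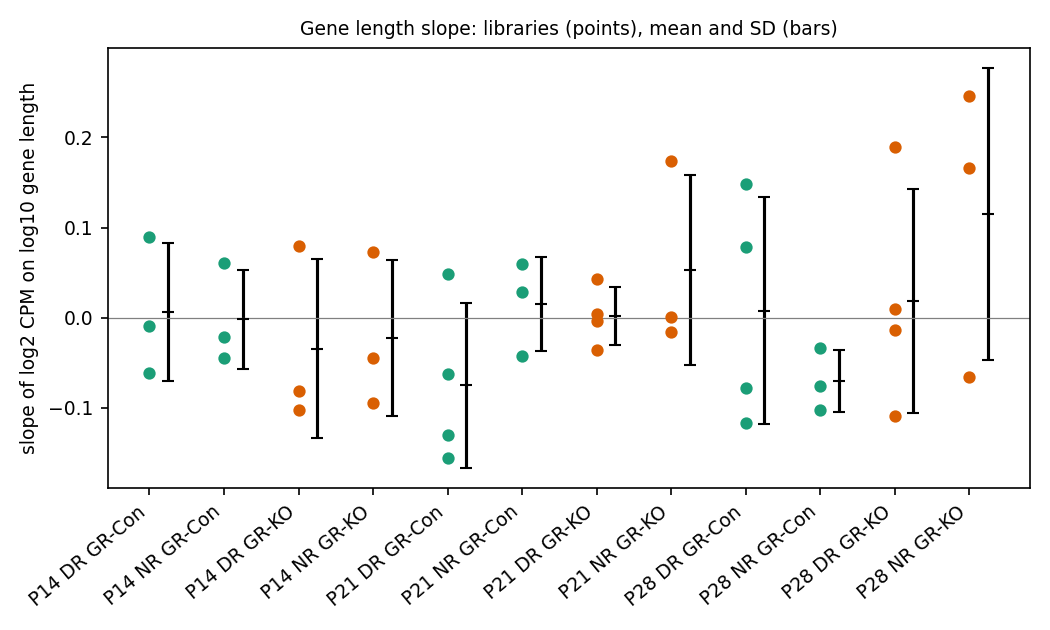
Slope of log2 CPM on gene length in each library. Points are libraries and bars are means and SD, with GR-KO in orange and GR-Con in green.

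Of the 8 immature matrix genes 7 rose at P28 under NR and all 8 over the list alone (camera adjusted p = 4.54e-07 with an estimated correlation). All 4 mature matrix genes fell (7.54e-06), as did 4 of 5 maturation markers (0.000479), including Gjb6 (-0.98 ± 0.143, adjusted p = 2.67e-05) and Fam107a (-1.06 ± 0.157, 2.71e-05). These lists were chosen by the study and are not independent evidence. Of 17 glucocorticoid-induced genes 8 fell and 1 rose (0.0254 with an estimated correlation), and of 18 glucose and glycogen genes 5 fell and 0 rose (0.0181), including Gpt2 (-1.03, 4.57e-05). Of 18 cholesterol genes 3 rose, and the list gave adjusted p = 0.338 with an estimated correlation. Of 11 interferon genes 5 fell (0.136 with an estimated correlation). The number was 0 without NR GR-Con replicate 2, whose mean of the list was 2.67 log2 CPM against 0.902 and 1.35 in the other GR-Con replicates, 1 without GR-KO replicate 1 and 0 without GR-KO replicate 2, and the list passed without GR-Con replicate 1 (0.0229). Ifit3 (-1.16, 0.0365) was not called without NR GR-Con replicate 2 (0.271), GR-Con replicate 3 (0.0658), GR-KO replicate 1 (0.226) or GR-KO replicate 2 (0.151). Of 13 receptor partner genes 2 rose (0.128 with an estimated correlation), one of them the mineralocorticoid receptor gene Nr3c2, from 251 ± 28.1 to 425 ± 94 CPM (0.76 ± 0.177, 0.00782), with adjusted p = 0.058 without NR GR-Con replicate 1 and 0.104 without GR-KO replicate 2. Immature glia genes moved in both directions, 3 higher and 3 lower, and no neuron, oligodendrocyte, microglia, vascular or proliferation gene was called.

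**Figure D4:**
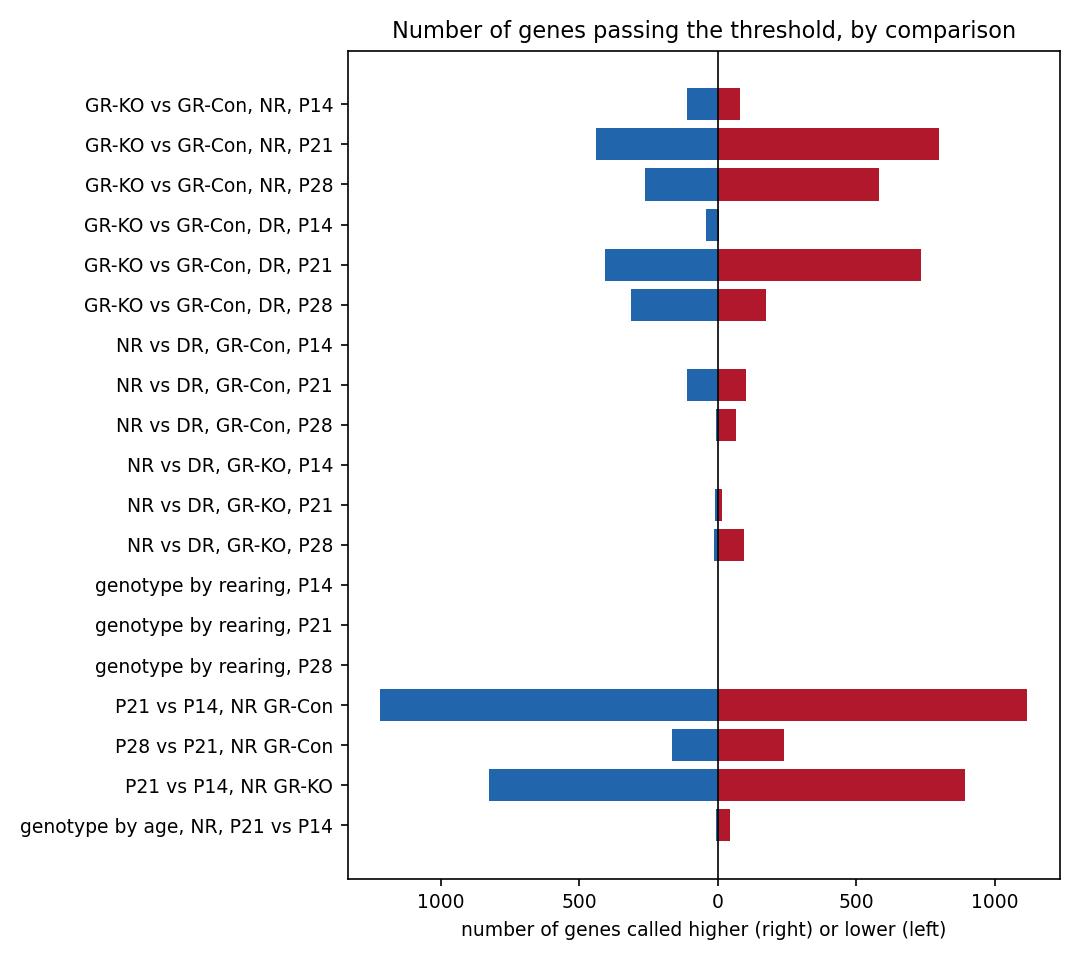
Genes called in each comparison. Red bars to the right are genes higher and blue bars to the left are genes lower in the group named first.

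In the dark at P14, loss of GR lowered the strongest targets. Hif3a measured 18.1 ± 3.03 against 99.4 ± 40.5 CPM (-2.46 ± 0.244, adjusted p = 1.41e-07, n = 3 and 3). Etnppl measured 0.135 ± 0.122 against 3.83 ± 2.5 (-4.75 ± 0.792, 0.00157), Gjb6 52.8 against 112 (-1.09 ± 0.145, 5.16e-05) and Fam107a 129 against 271 (-1.07 ± 0.157, 0.000257). The endothelin receptor gene Ednra rose from 14.9 ± 0.674 to 25.4 ± 0.255 CPM (0.77 ± 0.122, 0.000859). There were 47 called genes, 6 higher and 41 lower, and 13 without DR GR-Con replicate 1, 31 without GR-Con replicate 2 and 25 without GR-KO replicate 1. No glucocorticoid-induced gene was called over all genes, but 6 of 17 fell over the list alone, and the list as a whole was lower (camera adjusted p = 0.00476 with an estimated correlation). Of the lists chosen by the study, which are not independent evidence, 4 of 5 maturation markers fell (5.74e-07), 1 of 8 immature matrix genes rose (0.00476) and 2 of 4 mature matrix genes fell (0.000152), each with an estimated correlation. Of 22 lists 8 passed with an estimated correlation, and those not named in this paragraph are not reported here.

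In the dark at P21, Etnppl fell from 118 ± 11.2 to 4.44 ± 1.14 CPM (-4.73 ± 0.36, adjusted p = 1.82e-11, n = 4 and 4). Tsc22d3 fell from 97.5 to 37.4 (-1.38 ± 0.163, 2.26e-07) and Fkbp5 (chromosome 17, 28398753 to 28486149) from 42.6 ± 19.7 to 11.5 ± 1.27 (-1.89 ± 0.325, 0.000126). Them4 rose from 21.1 ± 2.37 to 87.0 ± 6.18 CPM (2.05 ± 0.0942, 1.77e-17). Tnc rose from 230 ± 11.6 to 652 ± 64.3 (1.51 ± 0.112, 1.11e-11), Vcan from 54.6 ± 2.11 to 137 ± 8.3 (1.33 ± 0.074, 3.75e-15) and Aqp4 from 333.2 ± 7.64 to 558 ± 39.1 (0.74 ± 0.0914, 4.83e-07). There were 1142 called genes, 735 higher and 407 lower, and 744 without DR GR-KO replicate 4. The called genes that rose had a median length of 71.4 kb and those that fell 29.4 kb, against 24.1 kb for all genes tested. Of 17 glucocorticoid-induced genes 11 fell and 1 rose (camera adjusted p = 0.00173 with an estimated correlation), and of 18 glucose and glycogen genes 7 fell and 1 rose (0.00584). The lists chosen by the study, not independent evidence, moved completely: 8 of 8 immature matrix genes rose (1.5e-09), and 4 of 4 mature matrix genes (3.35e-07) and 5 of 5 maturation markers fell (1.73e-05). No interferon gene was called (0.835 with an estimated correlation).

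In the dark at P28, Etnppl measured 4.35 ± 1.09 against 183 ± 62 CPM (-5.40 ± 0.369, adjusted p = 2.03e-12, n = 4 and 4). Zbtb16 measured 89.1 against 274 (-1.62 ± 0.254, 6.26e-05) and the clock gene Per2 109 against 170 (-0.64 ± 0.111, 0.000274). Them4 rose from 25.5 ± 2.13 to 80.04 ± 5.41 CPM (1.65 ± 0.0928, 9.76e-15). Ednra rose from 13.0 to 26.8 (1.046 ± 0.106, 1.76e-08) and Adamts5 from 11.1 to 27.6 (1.31 ± 0.108, 1.63e-10). There were 486 called genes, 174 higher and 312 lower. Of 17 glucocorticoid-induced genes 7 fell and 1 rose, and 11 fell over the list alone (camera adjusted p = 0.00354 with an estimated correlation). Of 15 circadian genes 4 fell and 1 rose (0.0582 with an estimated correlation), and of 18 glucose and glycogen genes 4 fell and 0 rose (0.00168). The lists chosen by the study, not independent evidence, gave 7 of 8 immature matrix genes higher, and 4 of 4 mature matrix genes and 5 of 5 maturation markers lower, with adjusted p = 1.11e-08, 1.11e-08 and 8.98e-07 with an estimated correlation.

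Effects of GR loss measured under NR and under DR resembled each other although no library was shared. Across the genes called in either rearing, which are not independent replicates, the correlation of log2 fold changes was 0.916 at P14 (195 genes), 0.701 at P21 (1673 genes) and 0.728 at P28 (1064 genes). Over all 17106 genes tested it was 0.139, 0.322 and 0.255. At P21, 706 of these genes were called in both rearings, 425 higher in both, 280 lower in both and 1 in opposite directions, where 34.3 and 10.4 shared genes were expected. At P28, 267 were called in both, 105 higher and 162 lower, and at P14, 42 were called in both, 4 higher and 38 lower. In all 6 comparisons 37 genes were called in the same direction: 33 fell, among them Etnppl (mean log2 fold change -4.82), Hif3a (-2.72), Cdh19 (-2.03), Gjb6 and Fam107a, and 4 rose, Aox3 (1.84), Them4 (1.47), Ednra (1.004) and Vcan (0.84). Under DR at P14 the call of Cdh19 was lost without GR-Con replicate 1 (adjusted p = 0.406) or GR-KO replicate 2 (0.133), and that of Vcan without GR-Con replicate 2 (0.0708) or GR-KO replicate 1 (0.0935). Glucocorticoid-induced genes as a list had a mean log2 CPM of 4.91 ± 0.215 (SD) in GR-Con and 3.88 ± 0.08 in GR-KO astrocytes at P21 under NR, and 4.54 ± 0.182 and 3.82 ± 0.032 under DR.

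**Figure D5:**
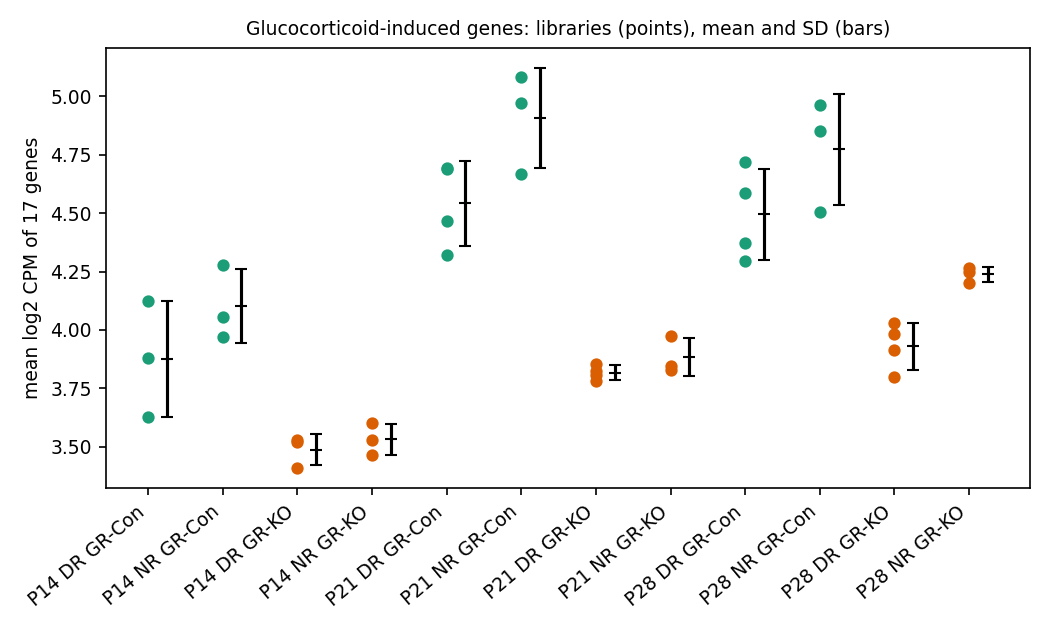
Mean log2 CPM of the 17 glucocorticoid-induced genes. Points are libraries and bars are means and SD, with GR-KO in orange and GR-Con in green.

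No gene was called for rearing by edgeR in GR-Con astrocytes at P14. Egr1 measured 49.7 under NR and 50.5 CPM under DR (log2 fold change -0.03, adjusted p = 1, n = 3 and 3), and Gfap 390 ± 8.07 and 332.8 ± 31.3 (0.23, 1). With 0 genes called there were 471 genes at unadjusted p below 0.05, and DESeq2 called 2. Without NR GR-Con replicate 2 edgeR called 2. No reactive gene was called over all genes, but 6 of 11 were higher under NR over the list alone, with a median of 0.86 (camera adjusted p = 0.000474 with an estimated correlation). Without NR GR-Con replicate 1, where C3 measured 5.87 CPM against 0.258 and 0.208 in the other replicates, 1 was higher over the list alone, the median was 0.42 and the list gave adjusted p = 0.00943. Immature matrix genes were lower under NR as a list (0.0204 with an estimated correlation), with 1 called over the list alone.

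At P21, some activity-dependent genes were higher under NR than under DR in the GR-Con pools of sorted nuclei. The pools also held neuronal RNA, with the neuron marker Camk2a at 1368 ± 40.1 CPM under NR and 1291 ± 104 under DR. Whether these genes changed in astrocytes or in neurons was not tested. The immediate early gene Egr2 (chromosome 10, 67534469 to 67542188) measured 11.6 ± 4.17 CPM under NR and 2.32 ± 0.666 under DR (2.32 ± 0.448, adjusted p = 0.00677, n = 3 and 4), with adjusted p = 0.0527 without NR replicate 3. Egr1 measured 174 ± 44.9 and 70.1 ± 6.02 (1.31 ± 0.295, 0.0207), with 0.0859 without DR replicate 3 and 0.104 without NR replicate 3. The phosphodiesterase gene Pde10a rose from 114 ± 41.5 to 470 ± 197 CPM (2.05 ± 0.393, 0.00632). The cholesterol enzyme gene Nsdhl rose from 47.4 ± 7.38 to 86.7 ± 5.79 (0.87 ± 0.166, 0.00632) and Smim3 from 68.5 ± 19.6 to 124 ± 15.7 (0.85 ± 0.165, 0.00677). The Notch target Hes5 fell from 30.2 ± 7.23 to 15.7 ± 2.04 (-0.95 ± 0.164, 0.00295). The smallest adjusted p was that of the ubiquitin pseudogene Ubb-ps, at 3.02 ± 0.533 CPM under NR and 14.5 ± 1.21 under DR (-2.28 ± 0.274, 1.56e-05). Direction went along with gene length here too. Called genes higher under NR had a median length of 49.1 kb and those lower 13 kb, against 24.1 kb for all genes tested. There were 214 called genes, 103 higher and 111 lower under NR. The number was 72 without DR replicate 1, 63 without DR replicate 3, 91 without NR replicate 1, 54 without NR replicate 2 and 76 without NR replicate 3.

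Of 15 immediate early genes 5 rose at P21 under NR in GR-Con astrocytes and 0 fell, and 8 rose over the list alone (camera adjusted p = 0.159 with an estimated correlation). Of 18 cholesterol genes 1 rose, and 7 over the list alone (0.187 with an estimated correlation), and of 17 glucocorticoid-induced genes 1 rose, and 7 over the list alone (0.124 with an estimated correlation). Of the 5 maturation markers chosen by the study, not independent evidence, 2 rose (0.124 with an estimated correlation). No neuron, oligodendrocyte or interferon gene was called, with adjusted p = 0.925, 0.759 and 0.463 with an estimated correlation. Ccnd3 (141 against 86.2 CPM, 0.71, adjusted p = 0.081) and Map2k6 (208 against 154, 0.43, 0.0516), which the study named, were not called by the edgeR test used here. The study tested rearing with DESeq2, so this is not a repeat of its test. The NR libraries of P21 were all shallower than its DR libraries, so rearing and a preparation batch cannot be told apart at this age.

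At P28 the number of genes called for rearing in GR-Con astrocytes depended on single libraries. Fosl2 measured 51.6 ± 51.3 CPM under NR and 9.58 ± 0.883 under DR (2.43 ± 0.355, adjusted p = 0.000549, n = 3 and 4), with 1.21 and adjusted p = 0.0862 without NR replicate 2. Fos measured 52.6 ± 44 and 11.4 ± 1.04 (2.21 ± 0.406, 0.00377; without it 1.32, 0.305) and Dusp1 29.4 ± 13.4 and 12.9 ± 1.11 (1.19 ± 0.201, 0.00221; without it 0.87, 0.123). There were 72 called genes, 66 higher and 6 lower under NR, and 32 without DR replicate 1, 46 without DR replicate 2, 6 without NR replicate 2 and 124 without NR replicate 3. Of 15 immediate early genes 10 rose and 0 fell, and all 15 rose over the list alone (camera adjusted p = 0.0134 with an estimated correlation). Their mean was 5.21 ± 0.897 log2 CPM under NR and 3.83 ± 0.191 under DR, with all 3 NR libraries (4.34 to 6.13) above all 4 DR libraries (3.58 to 4.02). The neuron marker Camk2a measured 1064 ± 148 CPM under NR and 962 ± 187 under DR, and the cells of origin were again not tested. Of 18 cholesterol genes 2 rose, and 9 over the list alone (0.226 with an estimated correlation), of 17 glucocorticoid-induced genes 1 rose, and 5 over the list alone (0.116), and of 16 immature glia genes 1 rose, and 6 over the list alone (0.0156).

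In GR-KO astrocytes at P14 no gene was called for rearing. The edgeR test called 0 genes, with 288 genes at unadjusted p below 0.05, and DESeq2 called 0. Of 12 p53 targets none was called, although the list shifted (camera adjusted p = 0.0437 with an estimated correlation). At P21 the phosphodiesterase gene Pde3a measured 72.5 ± 7.6 CPM under NR and 29.9 ± 3.16 under DR (1.28 ± 0.192, adjusted p = 0.000932, n = 3 and 4). The growth factor binding protein gene Igfbp2 measured 29.0 ± 3.08 and 15.6 ± 1.8 (0.89 ± 0.15, 0.00295) and the kinase gene Camk1d 375 ± 32.3 and 218 ± 27.7 (0.78 ± 0.123, 0.001). There were 24 called genes, 14 higher and 10 lower, and 15 without DR replicate 2, 10 without DR replicate 3, 11 without DR replicate 4 and 10 without NR replicate 1. Of 15 immediate early genes 1 rose, and 10 over the list alone (0.333 with an estimated correlation), and of 18 cholesterol genes 1 rose (0.366 with an estimated correlation).

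At P28 immediate early genes were higher under NR in the GR-KO pools. The cells of origin were not tested here either, with the neuron marker Camk2a at 1017 ± 180 CPM under NR and 1106 ± 270 under DR. Egr2 measured 16.9 ± 1.42 CPM under NR and 3.21 ± 2.54 under DR (2.38 ± 0.427, adjusted p = 0.0025, n = 3 and 4). Dusp1 measured 23.2 ± 4.3 and 9.94 ± 2.62 (1.22 ± 0.203, 0.00162), and the calls of both genes held without any single library. There were 111 called genes, 96 higher and 15 lower under NR. The number was 62 without DR replicate 3, 39 without DR replicate 4, 10 without NR replicate 1, 28 without NR replicate 2 and 578 without NR replicate 3. Of 18 cholesterol genes 13 rose and 0 fell, and all 18 rose over the list alone (camera adjusted p = 0.0128 with an estimated correlation). The mean of the cholesterol genes was 6.83 and 6.66 log2 CPM in NR replicates 1 and 2, but 5.78 in NR replicate 3, inside the DR range of 5.69 to 5.88. Of 15 immediate early genes 6 rose and 0 fell, and 14 rose over the list alone (0.0128). Of 17 glucocorticoid-induced genes 2 rose (0.152 with an estimated correlation).

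Rearing differences were compared between the genotypes across the genes called in GR-Con, which are not independent replicates. The correlation of log2 fold changes was 0.816 at P28 (72 genes, 8.33% with opposite signs), with 32 genes called in both genotypes (30 higher, 2 lower, where 0.37 and 0.00526 were expected). It was 0.441 at P21 (214 genes, 2.8% with opposite signs), with 16 called in both (11 higher, 5 lower, where 0.0843 and 0.0649 were expected). At P21 a preparation batch that runs along with rearing would move both genotypes alike, so this resemblance does not separate light from batch. Ubb-ps, which set the P21 NR libraries apart, was lower under NR in GR-Con (-2.28) and in GR-KO (-2.50). The test of genotype by rearing called 0 genes at P14 (434 at unadjusted p below 0.05; DESeq2 called 0) and 0 at P21 (765; DESeq2 called 2), and edgeR called 1 at P21 without DR GR-Con replicate 1, 1 without DR GR-Con replicate 2 and 2 without NR GR-KO replicate 3. The 4 genes taken from the study did not pass at P21. The interaction was -0.27 for Smim3, -0.47 for Cdh19, -0.43 for Ccnd3 and -0.41 for Map2k6, each with adjusted p = 1. Their unadjusted edgeR p values were 0.275, 0.104, 0.175 and 0.0166. Since the study named these genes, they are not independent evidence. At P28 the interaction was 0.09, 0.28, 0.00 and 0.24 with adjusted p = 0.912, 0.763, 0.998 and 0.68. At P14 it was 0.09, -0.52, -0.32 and -0.07 with adjusted p = 1. Cdh19 passed in GR-Con at P21 (log2 fold change 0.81, adjusted p = 0.0309) and not in GR-KO, but a difference between the genotypes was not shown. The call in GR-Con was lost without DR replicate 1 (0.74) or 3 (0.73), or NR replicate 1 (0.72), 2 (0.81) or 3 (0.89).

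Only Stab2 was called for genotype by rearing at P28. In GR-Con astrocytes this scavenger receptor gene (chromosome 10, 86841194 to 87008038) measured 2.43 ± 0.401 CPM under NR and 5.33 ± 0.974 under DR, and in GR-KO astrocytes 2.51 ± 0.374 and 1.84 ± 0.31 (interaction 1.59 ± 0.279, adjusted p = 0.0367, n = 3, 4, 3 and 4). The call was lost without DR GR-Con replicate 1 (0.135), 2 (0.0787) or 4 (0.0861), NR GR-Con replicate 2 (0.134) or 3 (0.15), DR GR-KO replicate 2 (0.164), 3 (0.0656) or 4 (0.144), and NR GR-KO replicate 1 (0.102) or 3 (0.0773). DESeq2 called 2 genes, and 1424 had unadjusted p below 0.05. Of 11 interferon genes 4 were higher at P21 and 5 lower at P28 over the list alone, but the list did not pass at either age (camera adjusted p = 0.176 and 0.48 with an estimated correlation). Reactive genes gave 0.0164 at P14, but did not pass without NR GR-Con replicate 1 (0.103), DR GR-Con replicate 2 (0.09) or 3 (0.0811), NR GR-KO replicate 1 (0.101) or 3 (0.112), or DR GR-KO replicate 3 (0.222).

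Between P14 and P21 under NR, genes of mature astrocytes rose and immature ones fell in GR-Con. Etnppl rose from 4.91 ± 4.61 to 133 ± 20.2 CPM (4.81 ± 0.423, adjusted p = 1.5e-09, n = 3 and 3). Tsc22d3 rose from 45.2 ± 3.44 to 136 ± 14.3 (1.59 ± 0.19, 3.26e-07) and the clock-output gene Hlf from 103 to 182 (0.81 ± 0.0821, 1.8e-08). Fabp7 fell from 80.4 ± 14.2 to 18.0 ± 1.51 CPM (-2.16 ± 0.192, 1.5e-09). Tnc fell from 534 ± 41.5 to 226 ± 9.48 (-1.24 ± 0.129, 2.67e-08), the matrix protease gene Mmp14 from 44.5 ± 2.53 to 17.4 ± 1.16 (-1.35 ± 0.113, 6.18e-10) and the proliferation gene Mki67 from 20.8 to 5.87 (-1.83 ± 0.372, 0.000689). The myelin gene Mal rose from 7.71 ± 1.79 to 74.7 ± 12.1 CPM (3.28 ± 0.312, 6.13e-09). There were 2335 called genes, 1117 higher and 1218 lower at P21, and no omission of a library moved this number by more than 1.5 times. The P21 NR libraries were shallower than those of P14 and P28 under NR, so in each age comparison a preparation batch cannot be told apart from age.

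Of 17 glucocorticoid-induced genes 9 rose and 0 fell between P14 and P21 in GR-Con (camera adjusted p = 0.0033 with an estimated correlation), of 16 immature glia genes 9 fell and 0 rose (0.00091). Of 15 circadian genes 7 rose (0.0113) and of 18 glucose and glycogen genes 8 rose and 1 fell (0.0183). All 5 maturation markers rose (0.00091), 6 of 8 immature matrix genes fell (0.000127) and 3 of 4 mature matrix genes rose (0.0033). The study chose these lists, and they are not independent evidence. Of 14 proliferation genes 5 fell (0.0452), of 13 receptor partner genes 3 rose (0.0452), of 15 immediate early genes 9 rose and 1 fell (0.106 with an estimated correlation), and of 11 reactive genes 4 fell (0.106). Identity (4 higher, 1 lower), proteoglycan and perineuronal net (2 and 3) and synapse-regulating genes (4 and 0) had adjusted p = 0.359, 0.41 and 0.41 with an estimated correlation. Of 12 oligodendrocyte markers 11 rose (0.0033) and of 12 neuron markers 3 rose and 2 fell (0.595). No cholesterol, interferon, p53, oligodendrocyte precursor or microglia gene was called, and 3 of 13 vascular genes fell (0.236 with an estimated correlation).

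Between P21 and P28 under NR, changes in GR-Con were fewer. Hes5 rose from 15.7 ± 2.04 to 32.7 ± 3.91 CPM (1.06 ± 0.173, adjusted p = 0.000486, n = 3 and 3), Hes1, another Notch target, from 7.36 to 13.8 (0.90 ± 0.138, 0.000207) and Vcan from 54.5 to 75.5 (0.47 ± 0.0856, 0.00184). Camk1d fell from 422 to 217 (-0.96 ± 0.134, 5.91e-05). There were 404 called genes, 239 higher and 165 lower at P28, and 129 without P21 replicate 1, 175 without P21 replicate 2, 251 without P28 replicate 1 and 160 without P28 replicate 2. Direction went along with gene length, with a median of 12.7 kb for the called genes that rose and 72.1 kb for those that fell, against 24.1 kb for all genes tested. No glucocorticoid-induced gene was called (camera adjusted p = 0.698 with an estimated correlation), 1 maturation marker fell (0.308) and 3 immature glia genes rose (0.0729). Of 16 synapse-regulating genes 1 fell, and 2 over the list alone, and the list was lower at P28 (0.0236 with an estimated correlation). At P21 Hes5 in GR-Con and Camk1d in GR-KO also differed between NR and DR, with the P28 level closer to that of the DR libraries.

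In GR-KO astrocytes the step from P14 to P21 shared part of its changes with GR-Con. Etnppl rose from 0.247 ± 0.0346 to 3.92 ± 1.15 CPM (3.95 ± 0.715, adjusted p = 0.000272, n = 3 and 3). Mt1 rose from 9.38 ± 0.777 to 30.2 ± 4.09 (1.69 ± 0.191, 2.29e-07), Mal from 5.80 to 55.8 (3.26 ± 0.315, 1.34e-08) and the interferon-induced gene Usp18 from 2.17 ± 0.448 to 8.23 ± 4.21 (1.93 ± 0.359, 0.00038). The intermediate filament gene Nes fell from 20.8 to 6.75 (-1.62 ± 0.186, 3.11e-07) and the p53 target Phlda3 from 12.3 to 6.90 (-0.83 ± 0.208, 0.0071). There were 1717 called genes, 893 higher and 824 lower, and 812 without P14 replicate 1 and 1019 without P21 replicate 1. Of 12 p53 targets 9 fell and 0 rose (camera adjusted p = 0.0256 with an estimated correlation). Of 11 interferon genes 8 rose (0.0367), of 14 proliferation genes 9 fell (0.0167), of 9 oligodendrocyte precursor genes 5 fell (0.0167) and of 16 immature glia genes 9 fell and 2 rose (0.00476). Of 12 oligodendrocyte markers 11 rose (0.00476), of 15 circadian genes 7 rose (0.0167) and of the 5 maturation markers chosen by the study 3 rose (0.0167). Of 17 glucocorticoid-induced genes 5 rose and 1 fell, and 7 rose over the list alone. Of the 8 immature matrix genes chosen by the study, not independent evidence, 2 fell and 1 rose (0.209). Log2 fold changes of this step correlated at 0.72 with those in GR-Con across the genes called in GR-Con, which are not independent replicates, with 977 genes called in the same direction in each and 4 in opposite directions.

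The postnatal fall of matrix genes was weaker without GR. Vcan fell from 93.9 to 54.5 CPM in GR-Con and measured 131 ± 19.2 and 122 ± 7.33 in GR-KO (genotype by age 0.68 ± 0.12, adjusted p = 0.00839, n = 3 in each of 4 groups), a call that held without any single library. Tnc measured 534 ± 41.5 and 226 ± 9.48 CPM in GR-Con and 817 ± 104 and 625 ± 82.9 in GR-KO (0.85 ± 0.179, 0.0235), but was not called without P14 GR-Con replicate 1 (0.123), P14 GR-KO replicate 1 (0.0689) or 3 (0.102), P21 GR-Con replicate 1 (0.0632), 2 (0.0592) or 3 (0.0718), or P21 GR-KO replicate 1 (0.143). There were 52 called genes, 44 higher and 8 lower. The number was 5 without P14 GR-Con replicate 1, 16, 33 and 30 without P14 GR-KO replicates 1, 2 and 3, 19, 14 and 27 without P21 GR-Con replicates 1, 2 and 3, and 9 without P21 GR-KO replicate 1. Of the matrix genes chosen by the study, not independent evidence, 3 of 8 immature genes were higher, 7 over the list alone (camera adjusted p = 0.000122 with an estimated correlation). In turn 1 of 4 mature genes was lower, 4 over the list alone (0.00112). Of 11 reactive genes 3 were higher (0.00295), p53 targets shifted without a called gene (0.0387), and glucocorticoid-induced genes gave adjusted p = 0.096 with an estimated correlation. The reactive list was not tested with each library left out in this comparison. The fall with age of its member C3 in GR-Con was no longer called without P14 GR-Con replicate 1 (edgeR adjusted p = 0.502), so the shift of the list may rest on that library.

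Part of the genes that changed with age changed the other way on loss of GR at P21. Of the 2335 genes called between P14 and P21 in GR-Con, 552 (23.6%) were called in the opposite direction for GR at P21 under NR. They comprised 265 that rose with age and fell in GR-KO, such as Etnppl and Tsc22d3. Another 287 fell with age and rose in GR-KO, such as Tnc and Fabp7. Independent comparisons would give 28.7 and 56.8, but these comparisons shared libraries. Only 18 moved in the same direction. The correlation across genes, which are not independent replicates, was -0.719 (79.7% of genes with opposite signs), but both comparisons used the same 3 GR-Con libraries of P21, and 20 simulations without any effect gave a mean correlation of -0.541. These simulations held noise alone, whose correlation is not on the scale of real effects. The covariance was -0.592, against a mean of -0.0325 in the simulations, so noise of the simulated kind accounts for little of it. Without a shared library the covariance was -0.17 for GR at P21 under DR and -0.107 for GR at P28 under NR. How much of the -0.592 rests on the shared libraries therefore stays open. With no library shared, the correlation was -0.334 for the effect of GR at P21 under DR (66.8% with opposite signs), where 399 genes (17.1%) were called in the opposite direction and simulations gave 0.00125. For P28 under NR it was -0.224 (55.2% with opposite signs), with 198 genes (8.48%) and -0.00747 in simulations. For P14 under NR it was 0.0336 (51.6% with opposite signs), where the 3 GR-Con libraries of P14 were shared and simulations gave 0.484. The covariance there was 0.0153, against a mean of 0.027 in the simulations. Oligodendrocyte markers rose with age and were lower in the GR-KO pools at P21 under NR. Under DR at P21 summed neuron markers measured 2815 to 3804 CPM in GR-KO and 3627 to 4040 in GR-Con. RNA from other cells may therefore add to the opposition between age and GR at P21. A fit with neuron and oligodendrocyte scores as covariates does not decide this. The oligodendrocyte score itself changed with age, and most calls for age were lost in that fit.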

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

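Of the tests in this part, the splits of the libraries were planned, and the choice of genes shown by library was made only after their values were seen. Single libraries lay far from the others of their group in 5 of 56 checks, each of one measure in one group of 4 libraries, where chance gives about 1 in 20. P21 DR GR-Con replicate 2 had 19795 genes with a count (others 18380 to 18535). Malat1 took 4.53% of the counts in P21 DR GR-Con replicate 4 (others 4.83% to 4.88%) and 3.51% in P28 DR GR-KO replicate 2 (others 4.47% to 4.50%). Nr3c1 measured 283.6 CPM in P21 DR GR-KO replicate 4 (others 270.2 to 272) and 309 CPM in P28 DR GR-KO replicate 1 (others 242 to 252).

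Between P14 and P21 under NR, the genotypes differed in 52 genes by the test of genotype by age. The interaction was positive for the cilia genes Dnah12 (5.41), Cfap299 (3.08), Ccdc170 (2.54), Cfap43 (2.46), Daw1 (2.20) and Spag16 (1.89), for C230072F16Rik (3.97), Cp (2.40), Mboat1 (2.18) and Igsf1 (1.86), and for the matrix and reactive genes Sulf1 (1.46), Osmr (1.33), Cd44 (0.97), Tnc (0.85), Mmp14 (0.82) and Vcan (0.68). It was negative for Lrrc8c (-1.31), Masp1 (-0.88), Cyp4f15 (-0.84), Pld1 (-0.81), Fbln1 (-0.69), Cacng8 (-0.63), Mtarc2 (-0.61) and Spon1 (-0.58). Among these genes Vcan and Cacng8 stayed called without any single library, and each of the others lost its call without at least 1. The count was 5 without P14 GR-Con replicate 1, 16, 33 and 30 without P14 GR-KO replicates 1, 2 and 3, 19, 14 and 27 without P21 GR-Con replicates 1, 2 and 3, and 9 without P21 GR-KO replicate 1. The cilia genes followed single libraries: Dnah12 measured 8.14, 1.42 and 3.60 CPM in the P14 GR-Con libraries and 20.9, 2.59 and 3.04 in the P21 GR-KO libraries. In fits of these libraries alone 12 genes were called, 3 of 40 splits gave as many or more and the highest other gave 284, so chance cannot be excluded, and the size of that split points to a structure of the samples.

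Stab2 (1.59) was the 1 gene called for genotype by rearing at P28, a difference between the genotypes in their response to rearing. In fits of these libraries alone 0 genes were called, and the highest other split gave 0. At P21 the real split gave 0 and the highest other 129, and at P14 the real split gave 0 and the highest other 1997, each in 40 splits. With 0 genes in the real split all 40 of 40 splits give as many by construction, so these counts of splits say nothing about chance. The split of P14 that called 1997 genes points to a structure of the samples other than genotype and rearing.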

How the results depend on the processing

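Of the tests in this part, those with 3 libraries left out, thinning, marker scores and the gene length slope were chosen only after the results were seen. Counts of called genes below follow the order of the settings, and where no explanation is given the cause was not tested. With DESeq2 size factors, without a filter on low counts, without the 20 most abundant genes and with the P21 libraries thinned, every count of called genes stayed within 1.5 times its value.

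The DESeq2 Wald test gave 101 genes for GR under DR at P14, 2, 483 and 168 for rearing in GR-Con at P14, P21 and P28, 98 and 252 in GR-KO at P21 and P28, 2 and 2 for genotype by rearing at P21 and P28, 638 for P28 against P21, 120 for genotype by age, and a correlation of 0.72 between the effects of GR under NR and DR at P14. Fits of only the groups compared, which estimate the spread from fewer libraries, gave 291 for GR under NR at P28, 1, 2031 and 303 under DR at P14, P21 and P28, 909 and 1 for rearing in GR-Con at P21 and P28, 1 in GR-KO at P28, 0 for genotype by rearing at P28, 924 for P21 against P14 in GR-KO, 12 for genotype by age, and a correlation of 0.826 at P21. With the replicate block, rearing gave 38 in GR-Con at P28 and 50 in GR-KO at P21, and genotype by rearing 0 at P28. The test with a fold threshold inside (glmTreat), stricter by construction, gave 557 for GR under NR at P28, 30 under DR at P14, 840 and 534 for P21 against P14 in GR-Con and GR-KO, and 18 for P28 against P21.

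With 3 libraries left out, rearing in GR-Con at P21 gave 63, P28 against P21 124 and genotype by age 9. With neuron and oligodendrocyte scores as covariates, GR gave 354 and 1618 under NR at P14 and P28 and 75 under DR at P14. Rearing gave 1091 and 120 in GR-Con and 216 and 587 in GR-KO at P21 and P28, and genotype by rearing 0 at P28. P21 against P14 gave 87 in GR-Con and 17 in GR-KO, P28 against P21 1463 and genotype by age 119. Of the genes called for age in GR-Con in this fit, now 87, 46% were called in the opposite direction for GR. This share cannot be set beside that of the main fit. The fall to 87 and 17 follows from construction, since the oligodendrocyte score itself changed with age. With the length slope as a covariate, GR gave 455 under NR at P14 and 112 and 824 under DR at P14 and P28, rearing 621 and 117 in GR-Con at P21 and P28 and 155 in GR-KO at P21, genotype by rearing 2 at P21 and 0 at P28, P28 against P21 1377 and genotype by age 137, with correlations between rearings of 0.719 at P14 and 0.601 at P21. With the effect of GR at P28, development correlated at -0.224 with 8.48% of genes opposite.

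Of the gene lists, 165 tests passed with the preset correlation and 65 with an estimated one. Leaving out each library in turn gave, from lowest to highest, 79 to 170, 709 to 1375 and 297 to 1564 genes for GR under NR at P14, P21 and P28, 13 to 58, 744 to 1292 and 328 to 451 under DR, 0 to 2, 54 to 193 and 6 to 124 for rearing in GR-Con, 0 to 0, 10 to 30 and 10 to 578 in GR-KO, and 0 to 0, 0 to 2 and 0 to 1 for genotype by rearing. It gave 1607 to 2252 and 812 to 1674 for P21 against P14 in GR-Con and GR-KO, 129 to 381 for P28 against P21 and 5 to 77 for genotype by age. The correlation of development with the effect of GR ran from -0.821 to -0.67 and the share of opposite genes from 17.4% to 29%, and the correlation between rearings from 0.753 to 0.934, 0.65 to 0.724 and 0.612 to 0.856.

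Of 624 called values of named genes, 5 changed sign, each with the marker scores: Thbs4 in P21 against P14 in GR-Con (-0.25), and in GR-KO Opalin (-1.30), Nsdhl (-0.068), Pdk2 (-0.029) and Chrdl1 (0.30). In every setting 234 kept their direction and their side of the threshold. Calls were lost on leaving out at least 1 single library for 277 of them, in fits of only the groups compared for 157, with the marker scores for 151 and with 3 libraries left out for 113. The P21 NR libraries were the shallowest, down to 17240294 counts, but with the P21 libraries thinned to one depth calls were lost for only 14.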

Other observations

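Of the tests in this part, those of gene length, thinning and marker scores were chosen only after the results were seen. GR loss at P21 under NR called 1237 genes, and markers of neurons and oligodendrocytes were lower in the GR-KO pools. With both marker scores as covariates 68.1% of these genes were called again in the same direction, less than the share set beforehand for excluding this cause, so RNA from other cells remains a candidate explanation for part of the calls. A true effect of astrocyte GR on other cells was not tested.

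The rearing difference in GR-Con at P21 ran along with depth. After thinning the P21 libraries to the depth of the shallowest, 73.4% of the called genes were called again in the same direction, which argues against depth as the whole cause. A library or sequencing batch that runs along with rearing at P21 cannot be told apart from light, since 0 libraries of either rearing lay inside the depth range of the other. The P21 NR libraries also stood apart from all other libraries in Ubb-ps (1.25 to 3.47 CPM against 8.11 to 18.3; chromosome 14, 46084027 to 46084957), a ubiquitin pseudogene, and Lars2 (122 to 157 against 52.9 to 101; chromosome 9, 123366927 to 123462675), in 6 against 34 libraries. Among the 6 combinations of age and rearing, 10 genes set the libraries of P21 NR apart from all others and 9 those of P28 NR, against 1 or 2 genes for each other combination.

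At P28 under NR 68.8% of the genes called for GR were higher in GR-KO, and gene length bias differing between libraries may explain this excess. The slope of expression on gene length was 0.166, 0.246 and -0.0657 in the GR-KO libraries and -0.102, -0.0333 and -0.0756 in the GR-Con libraries. With the slope as a covariate 42.9% of called genes were higher in GR-KO. Whether the slope came from handling or from the astrocytes was not tested.

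Other splits of the libraries, each fitted alone, were set against the real groups. For GR under DR at P21 only the real split of 35 called as many genes (2031, highest other 0), as for rearing in GR-Con at P21 (909, highest other 90) and in GR-KO at P21 (34, highest other 2). Each is 1 of 35 splits, the lowest share that 35 splits can give, and several comparisons were tested this way. This argues against chance without excluding it, and it does not separate rearing at P21 from a preparation batch. For rearing in GR-Con at P28 the real split gave 1 gene and the highest other 0, again 1 of 35, too few genes to rest a conclusion on. For GR under DR at P28 2 of 35 splits gave as many (303, highest other 1036) and for rearing in GR-KO at P28 3 of 35 (1, highest other 3425), so these splits alone do not exclude chance. Against chance for GR under DR at P28 stand the 267 genes called under both rearings, with no library shared. Of these, 105 were higher and 162 lower in both and 0 opposite, where 5.91 and 4.82 were expected. These expected counts treat genes as independent, so they give no exact level of chance. The larger splits point to a structure of the samples: the one for GR under DR set GR-Con replicates 1 and 2 and GR-KO replicates 1 and 2, with length slopes of 0.0785, 0.148, 0.189 and 0.00935, against the rest. In the fit of all libraries, the length slope as a covariate moved the counts from 486 to 824 and from 111 to 135.

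Where 10 splits were made, they are too few for a share under 0.05. The real split gave 140 genes for GR under NR at P14 (highest other 2), 943 at P21 (highest other 0) and 291 at P28 (highest other 0), and 1 under DR at P14 (highest other 0). It gave 2598 for P21 against P14 in GR-Con (highest other 0), 553 for P28 against P21 (highest other 1) and 924 for P21 against P14 in GR-KO (highest other 0). In these 1 split gave as many, the real one. For rearing at P14 all 10 splits gave as many, with 0 in the real split and 661 as the highest other in GR-Con, and 0 and 0 in GR-KO, and the split of GR-Con that called 661 genes points to a structure of the samples.

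The hypothesis that the receptor mediates part of the response to rearing of the genes it raises was tested on genes chosen at one age and scored at another. For 162 genes chosen at P28 and scored at P21, NR exceeded DR by 0.19 ± 0.0651 in GR-Con (exact permutation p = 0.0857) and by 0.04 in GR-KO, and the difference had a permutation p = 0.185. For 280 genes chosen at P21 and scored at P28 the rearing difference was 0.02 in GR-Con and 0.06 in GR-KO, so the difference went the other way (-0.04, permutation p = 0.709). Scored at P14 the same genes gave a difference of 0.10 (permutation p = 0.535). The bounds set for rejecting the hypothesis, p of 0.05 or more or a difference the other way, were met, but they were set wrongly. A p past the threshold excludes nothing with 3 against 4 libraries, and the difference of -0.04 is smaller than the SE of the rearing difference in GR-Con (0.107), so the hypothesis stays open.

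P14 NR GR-KO replicate 3 had counts of 0 for Ddx3y, 0 for Eif2s3y, 2 for Kdm5d and 12 for Uty, all on the Y chromosome, although each pool is given as 1 male and 1 female. Xist was at 0 in all 40 libraries, while its antisense gene Tsix was counted. The choroid plexus gene Ttr measured 63.2 CPM in P21 DR GR-Con replicate 4 and between 0.358 and 2.86 in the others of its group, and 25.4, 8.02 and 2.03 in the P21 NR GR-KO libraries. The interferon genes had a mean log2 CPM of 2.67 in P28 NR GR-Con replicate 2, against 0.902 and 1.35 in the others of its group.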
